A study of Mus musculus with 10 samples. Its data were reported in "Targeting the lipid metabolism proteins FASN and GPAM in alveolar type II cells decreases lung metastasis" (2026).

How the data were processed

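Single-cell RNA sequencing was performed on 10 mouse libraries with the 10x Genomics 3' dual-index chemistry, in which each transcript molecule carries a unique molecular identifier (UMI). According to the study's methods, the LM1 line was grown from lung metastases of mice that carried mammary tumours of a parent MMTV-MYC line. According to the labels, 50000 LM1 cells were injected into the mammary fat pad of FVB/NJ mice, and lungs and primary tumours were collected 28 days later. The libraries fall into 4 groups, namely control lung (3 libraries), metastatic lung (3), primary tumour (3) and LM1 cells in culture (1). Each lung library pooled the cells of 2 lungs, so the library, and not the cell, was the replicate. The culture has 1 library and entered no test.

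The authors deposited raw counts, that is UMI counts per gene and cell barcode, which they had made with Cell Ranger on the mm10 mouse reference of the manufacturer, counting intronic and exonic reads and keeping the barcodes that the software calls as cells. All files list the same 32285 genes. According to their methods the authors marked possible doublets without removing them, and the deposited counts were not normalised. No deposited annotation of cells was used here, so the cell classes were rebuilt and can differ from those of the study.

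Cells with at least 300 detected genes and at most 20% mitochondrial counts were kept, which left 88137 of 96011 barcodes (8527 to 11155 barcodes per library before filtering), and 53638 of 58422 in the lung libraries. Lung and tumour libraries were clustered separately and without integration (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0), using 2000 variable genes, 30 principal components, 20 nearest neighbours, a shared-neighbour graph and the Leiden algorithm at resolution 1 (igraph 0.11.9, leidenalg 0.10.2). A doublet score was computed in each library from simulated doublets, and the 7.5% of cells with the highest scores were marked, so their share was fixed by construction. Marked cells were kept in the main results, as in the study.

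Clusters were named from marker lists of 24 classes that were fixed before the data were examined. A name needed at least 3 markers found in at least 25% of the cluster's cells and raised by at least 1 on the log2 scale (pseudocount 10 CPM) against all other cells, and a mean log2 fold over all markers of the class above 0. Among the classes that met this, the one with the highest mean fold gave the name. The details of the naming rule were set after the clusters had been seen. Clusters stayed unnamed where markers of another class were at least as frequent among the 10 leading genes, where over 50% of cells were marked as doublets, where shallow cells had no marker among the leading genes, or where the class ranked second had a mean fold above 0.7 times that of the best class and at least 50% of its markers passed. Of 50 lung clusters 17 stayed unnamed. Among these, 12 consisted mostly of marked doublets and held 2746 cells, which were 5.59% of control and 4.54% of metastatic lung cells. A doublet cluster with AT2 markers (144 cells, 85.4% marked) held 0.391% of control and 0.13% of metastatic lung cells and was left out of the AT2-like class.

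The 12 markers fixed for cancer cells named no lung cluster. Krt8, Krt18, Myc and Csn3 passed in the cluster that the control lungs nearly lacked, but the mean fold over all 12 was below 0, and Epcam was at 0.063 CPM in the LM1 library itself. After the data had been seen, unnamed clusters whose summed profile correlated with the LM1 library at 0.9 or more were therefore called LM1-matching, in place of the planned cancer-like name. A shallow lung cluster (67 cells, correlation 0.917, 0.007% of control and 0.257% of metastatic lung cells) was left out, as was a tumour cluster of marked doublets (correlation 0.935; 162, 199 and 199 cells in primary tumours 1, 2 and 3). A shallow tumour cluster of 421 cells, of which 42.8% were marked as doublets, reached 0.911 but was left out because its markers had named it other macrophage-like. The threshold alone therefore did not separate the classes. The lung cluster that was used reached 0.963, the highest lung cluster below the threshold 0.858, the 9 tumour clusters that were used at least 0.909, and the highest tumour cluster below the threshold 0.877. Some named clusters were led by genes outside their class. The other macrophage-like class was a single cluster whose leading genes included C1qa but also Ccl17, Ccl22, Cd207 and Cxcl9, and a shallow endothelial-like cluster was led by Hba-a1 and Hbb-bs.

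Raw counts were summed per library and class. Classes with at least 20 cells in each library were tested with edgeR 4.0.16 (quasi-likelihood test, R 4.3.3) after filterByExpr and TMM scaling, with Benjamini-Hochberg adjustment and a threshold of 0.05. The markers of a class were left out of its tested genes, because they had defined it. Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01. The 9 lists were fixed beforehand and are named study qPCR genes, SREBP-1 targets, cholesterol synthesis, S phase, G2/M phase, IL-6 and STAT3 response, mTORC1-linked, interferon response and MHC class II. Shares of cells and class differences were compared with exact two-sided permutation or sign-flip tests. With 3 libraries against 3, the smallest p that an exact two-sided permutation test can give is 0.1. For cycling, each cell was thinned to 1000 UMIs. Class levels for the comparison of Srebf1, Fasn and Gpam used log2(CPM + 1).

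Genes named in the text were chosen by a rule fixed beforehand. It comprised 13 fixed genes and, in each test, the 5 rising and 5 falling genes with the smallest p among those past the threshold with no overlap between groups, expression at or above the median, no marker role, and a mean CPM of at least 10% of the highest mean in another class of the same libraries. The last condition, called the free-RNA rule here, guards against RNA that leaks from other cells. For the LM1 culture the 5 highest and 5 lowest ratios were taken among genes with at least 50 CPM on one side and the same direction against each tumour. Gene positions were read from the GENCODE annotation of the same mouse assembly (mm10).

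Replicate libraries of a group were compared by a chi-square statistic of their counts per degree of freedom, which lay between 52.1 and 739.9, so none were duplicates. The titles of metastatic lungs and primary tumours share replicate numbers. In LM1-matching cells the deviations of same-numbered libraries from their group means correlated across genes at 0.311, 0.369 and 0.496, so the numbers may pair these libraries. Same-numbered libraries also shared the library batch defined below. Within that batch, metastatic lung 2 and primary tumour 1 correlated at 0.266, and metastatic lung 1 and primary tumour 2 at 0.085. Pairing was therefore not separated from batch, and it is at most partial because each lung library pooled 2 lungs. Control and metastatic lungs also share numbers but came from different mice. Among the lung classes only AT1-like (0.186 to 0.226) and ciliated-like cells (0.167 to 0.405) had all such correlations above 0.1. The titles also start with a running number. Control lung 1 and metastatic lungs 1 and 2, with the lower running numbers, resembled each other in composition, and they were treated as one library batch and the remaining lungs as the other. Primary tumours 1 and 2 fell in the first batch and primary tumour 3 in the second. This division was chosen after the data had been seen, and the labels do not name batches.

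The tests were checked on simulated counts in which 200 genes were changed 2-fold. In the simulated AT2-like comparison (11800 genes), edgeR recovered 90 of them with 2 false calls. It recovered 128 with 9 false calls in the LM1-matching comparison (17246 genes) and 93 with 3 false calls in the other macrophage-like comparison (10456 genes). In the same comparisons and order, DESeq2 recovered 83, 134 and 91, with more false calls, namely 9, 18 and 4. A simulated list raised 1.3-fold in AT2-like cells gave a camera p of 0.000235, and an unchanged list gave 0.9896. Genes were simulated independently and without a library batch. These checks therefore do not show how the tests behave with correlated genes or a batch.

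Alternatives covered DESeq2 1.42.0, scaling by the size factors of that tool (RLE), no filter on low counts, no filter on cells, clustering resolutions 0.5 and 2, removal of marked doublets, the free-RNA rule, fry and an estimated correlation for lists, other denominators of shares, AT2 cells defined by at least 4 of the 5 genes named by the study, the replicate number or the library batch as a block, and each library left out in turn. Total UMIs per library lay between 90764882 and 271629037. Intervals and limits from counts of 0 cover counting error only. Spatial, imaging and intravenous-injection data of the study were not analysed here, and regulon activity was not computed.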

Results

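The data comprised single-cell transcriptomes of 3 control lungs, 3 metastatic lungs, 3 primary tumours and 1 culture of LM1 cells, a line that the study derived from lung metastases in its MMTV-MYC model of breast cancer. Control lung libraries held 90764882, 113195455 and 91501148 UMIs, and metastatic lung libraries held 116520615, 120609496 and 106069271. Primary tumour libraries were deeper, with 215404932, 185342424 and 220831618 UMIs, and the LM1 library held 271629037. After filtering, 8535, 10167 and 8932 cells remained in the control lungs and 8298, 9764 and 7942 in the metastatic lungs. The primary tumours kept 8615, 8679 and 8753 cells and the culture 8452. The median number of UMIs per kept cell lay between 5898 and 8057 in the lungs, between 15443 and 20592 in the primary tumours, and at 28663.5 in the LM1 library.

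To assess whether the lungs of tumour-bearing mice contained cancer cells, cells that matched the LM1 profile were counted in each lung library. They made up 7.72%, 7.80% and 4.84% of cells in the metastatic lungs (6.79% ± 1.69, SD, n = 3). In control lungs 1 and 3 no such cell was found, which allows shares of up to 0.0351% and 0.0336%, and control lung 2 held 3 cells, or 0.0295%. The groups did not overlap, with an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 can give. Within the library batches the difference was 7.76 and 4.82 percentage points. In the primary tumours 53.1%, 48.7% and 57.8% of cells matched LM1 (53.2% ± 4.51, SD, n = 3).

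Next, the share of alveolar type II (AT2) cells, the surfactant-producing cells of the alveolus, was compared. The study reported that AT2 cells were enriched near metastases relative to distant lung, whereas these shares cover whole lungs and cannot test that. AT2-like cells made up 2.12%, 3.32% and 4.05% of cells in control lungs (3.17% ± 0.976, SD, n = 3) and 1.57%, 1.26% and 2.48% in metastatic lungs (1.77% ± 0.635, SD, n = 3). The groups overlapped, and the difference of -1.40 percentage points did not pass the exact permutation test (p = 0.2). It was -0.71 in the first and -1.21 in the second library batch. The direction depended on the denominator. As a share of non-immune cells other than LM1-matching ones, AT2-like cells were 5.16% ± 0.480 in control and 5.99% ± 0.506 in metastatic lungs (SD, n = 3, exact permutation p = 0.1), with differences of 0.90 and 0.62 within the batches. As a share of lung epithelial cells they were 29.4% ± 5.26 and 39.0% ± 7.07 (SD, n = 3, exact permutation p = 0.3), with differences of 11.7 and 2.49 within the batches. Without neutrophil-like cells in the denominator the shares were 3.22% and 2.43%.

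Of the 19 other named classes, 14 reached 1% of cells in a group. Neutrophil-like and AT1-like cells were the 2 classes without overlap between the groups. A separation of 3 libraries from 3 arises by chance in 10% of cases, and no adjusted p was below 0.518. Neutrophil-like cells rose from 2.10% ± 1.63 to 26.0% ± 5.78 (SD, n = 3), by 19.7 and 29.7 percentage points within the batches. AT1-like cells fell from 4.74% ± 1.26 to 1.81% ± 1.02 (SD, n = 3). Fibroblast-like cells had means of 20.03% in control and 8.75% in metastatic lungs, endothelial-like cells 22.9% and 12.9%, mural-like cells 7.12% and 2.97%, and ciliated-like cells 2.26% and 0.983%. Alveolar macrophage-like cells had means of 6.11% and 4.15%, B-like cells 2.92% and 1.94%, and NK-like cells 2.53% and 1.97%. Means were higher in metastatic lungs for other macrophage-like cells (1.05% and 2.86%), classical monocyte-like cells (0.934% and 2.22%) and platelet-like cells (0.789% and 1.29%). T-like cells had means of 11.5% and 14.2%, and patrolling monocyte-like cells 1.19% and 1.53%, but both were lower in metastatic lungs once the library batch was a block, by -2.18 and -0.22 percentage points. Without metastatic lung 1 both were lower as well, by -0.504 and -0.16, and T-like cells also without control lung 3, by -0.256. Without control lung 1, alveolar macrophage-like and NK-like cells were higher in metastatic lungs, by 0.39 and 0.293, and NK-like cells also without metastatic lung 3, by 0.108. In edgeR's quasi-likelihood test on cell counts, LM1-matching cells (log2 ratio 9.15, adjusted p 1.219e-09) and neutrophil-like cells (3.64, adjusted p 0.0002385) passed the threshold, both higher in 3 of 3 metastatic libraries. AT2-like cells did not (log2 ratio -0.84, adjusted p 0.389, and 0.0824 with the library batch as a block). With the batch as a block other macrophage-like and erythroid-like cells also passed as higher, and AT1-like, alveolar macrophage-like, B-like, fibroblast-like, mural-like and NK-like cells as lower, with adjusted p-values from 0.0189 to 0.0469. These counts were set against all cells of a library. The rise of neutrophil-like and LM1-matching cells therefore lowers the shares of other classes, and a lower share does not show loss of cells.

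**Figure D1:**
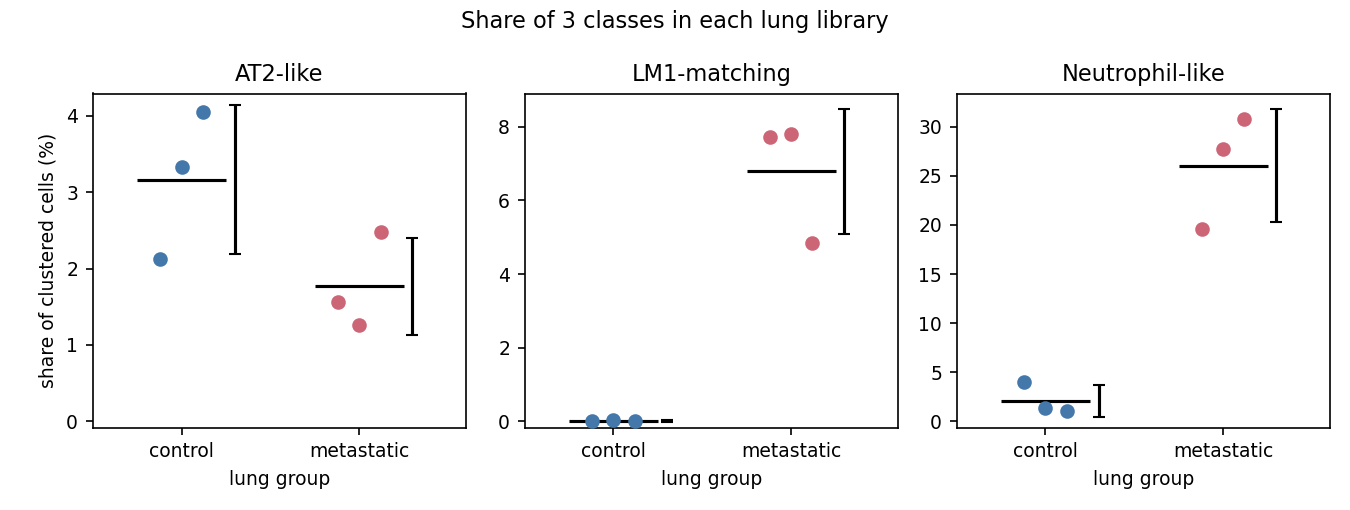
Share of clustered cells (%) in each lung library for AT2-like, LM1-matching and neutrophil-like cells, with points for the 3 control and 3 metastatic libraries, lines for the means and bars for 1 SD. AT2-like shares of the groups overlap, while neutrophil-like means are 2.10% and 26.0% and LM1-matching cells reach 4.84% to 7.80% in metastatic lungs.

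To ask whether AT2 cells express lipid synthesis genes more than other lung cells, Srebf1, Fasn and Gpam were compared between AT2-like cells and 13 other classes in the 6 lung libraries. Srebf1 encodes the transcription factor SREBP-1 (ENSMUSG00000020538, chromosome 11, 60199089 to 60222581 in mm10). Its level was 73.5 ± 14.1 CPM in AT2-like cells and 26.4 ± 1.68 CPM in alveolar macrophage-like cells, the next class (SD, n = 6 libraries). Fasn, which encodes fatty acid synthase (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547), reached 374 ± 57.4 CPM, against 27.3 ± 10.2 CPM in AT1-like cells. Gpam, which encodes a mitochondrial glycerol-3-phosphate acyltransferase (ENSMUSG00000024978, chromosome 19, 55067268 to 55127238), reached 159 ± 16.3 CPM, against 66.8 ± 17.4 CPM in fibroblast-like cells. The log2 difference between AT2-like cells and the highest other class of the same library was 1.33 ± 0.28 for Srebf1, 3.67 ± 0.45 for Fasn and 1.27 ± 0.33 for Gpam (SD, n = 6), and AT2-like cells were higher in 6 of 6 libraries. The exact two-sided sign-flip p was 0.0312 for each gene, the smallest that 6 libraries can give, and remained 0.0312 after adjustment over the 3 genes.

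**Figure D2:**
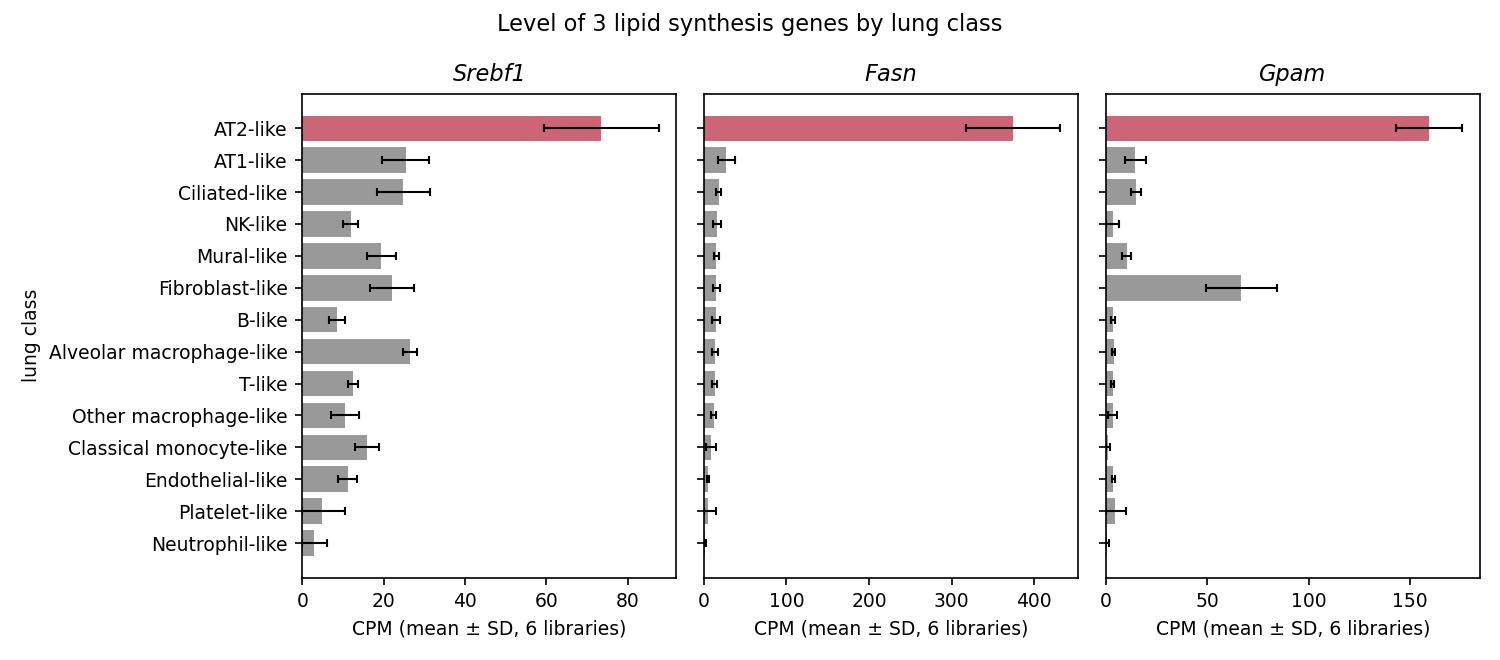
Mean level of Srebf1, Fasn and Gpam in 14 lung classes, in CPM on linear axes, with bars for the means over 6 libraries and whiskers for 1 SD. AT2-like cells, in red, have the highest mean of each gene, at 73.5, 374 and 159 CPM.

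The study asked whether metastases raise SREBP-1 activity in AT2 cells, so these genes were compared between metastatic and control lungs. In AT2-like cells Srebf1 was at 80.3 ± 14.3 CPM in control and 66.8 ± 12.4 CPM in metastatic lungs (SD, n = 3; log2 fold change -0.31, SE 0.18, edgeR adjusted p 0.740). Fasn was at 360.1 ± 40.8 and 389 ± 77.2 CPM (log2 fold change 0.06, SE 0.17, edgeR adjusted p 0.963). Gpam was at 169 ± 13.2 and 149.9 ± 15.2 CPM (log2 fold change -0.22, SE 0.13, edgeR adjusted p 0.744). None of the 3 differences passed the threshold, and those of Srebf1 and Fasn were smaller than the larger SD of their groups. With the library batch as a block the log2 fold changes were -0.40 for Srebf1, -0.04 for Fasn, whose sign changed, and -0.25 for Gpam. Fasn also changed sign without control lung 3 (-0.01) and without metastatic lung 2 (-0.05). The sign of Gpam depended on the AT2 definition, since it stood at 0.004 in cells defined by 4 of the 5 genes named by the study. Of the 1989 cells so defined, 1289 lay in AT2-like clusters, so this set also held cells of other clusters. Over the alternatives the adjusted p ran from 0.4528 to 0.9996 for these 3 genes. The other fixed genes were not called by edgeR either. Their log2 fold changes were 0.18 for Agpat1, 0.37 for Agpat2, -0.33 for Lpin1, 0.17 for Dgat1, 0.49 for Cpt1a, 0.50 for Kat2a, 0.27 for Mthfd1l, 1.71 for Mki67, 2.06 for Top2a and -0.80 for Il6, which had the smallest adjusted p, 0.349. Il6 was lower in every alternative, with an adjusted p from 0.008032 to 0.9991, and it was called by DESeq2 (0.0241) and without a filter on low counts (0.008032). Top2a was called without that filter only (0.00529). The sign changed for Lpin1 in cells defined by 4 of 5 genes (0.11) and for Dgat1 without metastatic lung 2 (-0.12).

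Across all 12026 genes tested in AT2-like cells, edgeR called 0 genes, while 895 had an unadjusted p below 0.05. DESeq2 called 65 genes, 47 higher and 18 lower. The largest shift came from testing without a filter on low counts, with 203 genes called by edgeR. With the library batch as a block edgeR called 10 genes. Without metastatic lung 1 it called 7, and without metastatic lung 3 it called 50. No gene could be named by the rule fixed beforehand.

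Of the 9 gene lists, camera called 5 in AT2-like cells. The interferon response list was higher in metastatic lungs (median log2 fold change 1.53, adjusted p 3.869e-11), with 15 of 16 tested genes called when adjusted over the list alone and 0 when adjusted over all genes. Adjusted over the list alone, the count was 9 of 18 without metastatic lung 1, 10 of 20 without control lung 2 and 11 of 16 with the library batch as a block. Adjusted over all genes it was 10 of 18 without metastatic lung 3. The adjusted p of the list ran from 3.494e-17 to 0.4163 over the alternatives. The S phase list (median 0.30, adjusted p 6.217e-05, 1 gene called adjusted over the list alone) and the G2/M phase list (median 0.50, adjusted p 0.00715, 0 genes) were higher as well. Summed CPM of the S phase list rose by 84.5 in AT2-like and 76.1 in ciliated-like cells. For the G2/M phase list it rose by 60.8 and 379.8, although the ciliated-like medians were only 0.03 and 0.058. RNA leaked from other cells therefore stays open for both lists. The cholesterol synthesis list (median -0.24, adjusted p 6.217e-05, 0 genes) and the SREBP-1 target list (median -0.14, adjusted p 0.0151, 0 genes) were lower. Over the alternatives the adjusted p ran from 1.967e-12 to 0.4163 for S phase, 1.064e-25 to 0.4296 for G2/M phase, 6.55e-06 to 0.4163 for cholesterol synthesis and 0.001429 to 0.7752 for SREBP-1 targets. Single libraries also moved these medians. Without metastatic lung 1 the median was 0.22 for G2/M phase, -0.10 for cholesterol synthesis and -0.08 for SREBP-1 targets. Without control lung 1 it was 0.50 for S phase, without control lung 3 it was 0.33 for G2/M phase, without metastatic lung 2 it was -0.22 for SREBP-1 targets, and without metastatic lung 3 it was -0.45 for cholesterol synthesis. Adjusted over the list alone, 8 genes were called in G2/M phase without metastatic lung 2 and 8 in cholesterol synthesis without metastatic lung 3. In cells defined by 4 of 5 genes, 25 of 50 tested G2/M phase genes were called in that way, with a median of 1.05. In those cells the median was 0.48 for S phase, -0.13 for cholesterol synthesis and -0.02 for SREBP-1 targets. The other lists were not called, namely MHC class II (median 0.36, adjusted p 0.0672), IL-6 and STAT3 response (median -0.14, adjusted p 0.231, 3 genes adjusted over the list alone), mTORC1-linked (median -0.04, adjusted p 0.944) and study qPCR genes (median 0.12, adjusted p 0.968). MHC class II was called higher without metastatic lung 3 (adjusted p 5.397e-05), without marked doublets (0.0313) and in cells defined by 4 of 5 genes (0.00833), with a range up to 0.6497 over the alternatives. In the same cells defined by 4 of 5 genes IL-6 and STAT3 response was called lower (0.0401, range 0.0401 to 0.9101) and mTORC1-linked higher (0.0169, range 0.0169 to 0.9777). Without metastatic lung 3, 6 MHC class II genes and 7 IL-6 and STAT3 response genes were called adjusted over the list alone. Adjusted over all genes these counts were 0 and 2. The medians were 0.64 and -0.20 without that library, and 0.15 and -0.05 without metastatic lung 1. None of the 5 calls held under fry, whose smallest adjusted p was 0.2948, or with an estimated correlation, where it was 0.4163. Without metastatic lung 1 camera called 2 lists, and the SREBP-1 target list (adjusted p 0.1376), the cholesterol synthesis list (0.0903) and the G2/M phase list (0.1859) were no longer called. The SREBP-1 target list was also not called without control lung 2 (0.081), without metastatic lung 3 (0.14) and in cells defined by 4 of 5 genes (0.7752), and the G2/M phase list was not called without metastatic lung 3 (0.1544).

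Whether the SREBP-1 targets changed more in AT2-like cells than elsewhere was tested directly. The mean log2 CPM of the 22 genes in AT2-like cells exceeded that of the 13 other classes by 2.54 ± 0.05 in control and 2.48 ± 0.05 in metastatic lungs (SD, n = 3). The difference of -0.06 did not pass the exact permutation test (p = 0.2), and it was -0.12 in the first and 0.01 in the second library batch.

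The study reported more proliferating AT2 cells near metastases than far from them, which dissociated lungs cannot separate. To assess AT2 cell proliferation over whole lungs, cells with a UMI of Mki67 or Top2a were counted after thinning to 1000 UMIs. Their share was 0.838% ± 0.468 in control and 1.29% ± 1.18 in metastatic lungs (SD, n = 3, exact permutation p = 0.5), from 7 and 6 cells. The same measure gave 1.62% and 1.37% in B-like cells and 0.172% and 0.939% in ciliated-like cells, which had been fixed as background, and the AT2-like shares lay between those of these 2 classes. They lay above those of AT1-like cells, which were 0.377% in control lungs, from 3 cells, with 0 such cells in metastatic lungs. AT1-like cells were shallower, with median depths of 1369 and 1389 UMIs, and 495 and 164 of them were left out by thinning. Shares were not tested between classes. Before thinning, the AT2-like shares were 5.76% and 11.3%, with median depths of 17549 and 18028.5 UMIs, and those of ciliated-like cells were 10.6% and 14.8%, with median depths of 20633.5 and 20188 UMIs. Thinning left out 4 control and 3 metastatic AT2-like cells. Without metastatic lung 1 the difference changed sign, to -0.0726 percentage points.

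Changes in the other lung classes were counted in the same way. In other macrophage-like cells edgeR called 2501 of 10736 genes, 1078 higher and 1423 lower. This class is 1 cluster whose leading genes include C1qa but also Ccl17, Cd207 and the dendritic cell marker Ccl22, with 120, 77 and 89 cells in control and 381, 253 and 111 in metastatic lungs. A change in the mix of its cells was not separated from a change in expression. edgeR called 166 genes in fibroblast-like cells, all higher, 91 in T-like, 17 in neutrophil-like, 16 in AT1-like and 11 in endothelial-like cells. Counts of 5 or fewer were found in the remaining classes, and the genes named for them were chosen after their values had been seen. Alveolar macrophage-like cells had Ager, Cd14, Cxcl9, S100a8 and S100a9, mural-like cells Acod1, Ager, Lilr4b and Wfdc17, and NK-like cells Dscam, Itgav, Pdgfa and Plac8. B-like cells had Cd14, S100a8 and S100a9, classical monocyte-like cells Hilpda and S100a9, and platelet-like cells Hbb-bs. Ager was lower in metastatic lungs and the other genes were higher. S100a8 and S100a9 are neutrophil markers, Ager an AT1 marker and Hbb-bs an erythroid marker on the lists used for naming. In ciliated-like cells edgeR called 0 genes, with 663 at an unadjusted p below 0.05, and DESeq2 called 4 (Gng11, Ifitm1, Slc7a11 and Wfdc17).

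The counts depended on the library batch. With the batch as a block edgeR called 2750 genes in other macrophage-like, 385 in fibroblast-like, 291 in T-like, 647 in neutrophil-like, 28 in AT1-like, 236 in endothelial-like, 21 in alveolar macrophage-like, 14 in NK-like, 162 in mural-like, 3 in B-like (Ptpn22, S100a8 and S100a9), 100 in classical monocyte-like, 7 in platelet-like and 1 in ciliated-like cells (Wfdc17). In AT1-like and ciliated-like cells, where same-numbered libraries deviated together, the replicate number as a block gave 112 and 8 genes. The free-RNA rule lowered most counts. Under it edgeR called 2320 genes in other macrophage-like, 54 in T-like and 13 in neutrophil-like cells, but 162 in NK-like cells. It called 5 in fibroblast-like (Cfi, Chl1, Eln, Saa1 and Sfrp1) and 2 in endothelial-like cells (Slc6a2 and Zbp1), all higher. In AT1-like, alveolar macrophage-like, B-like, ciliated-like, classical monocyte-like, mural-like and platelet-like cells edgeR called 0 genes under the rule, with 464, 605, 489, 583, 657, 381 and 109 at an unadjusted p below 0.05. The genes named above for these classes were therefore not called under it. DESeq2, which was run without the rule only, called 85, 54, 15, 4, 57, 127 and 8 genes in them. Genes in this paragraph were named after their values had been seen. Single libraries also decided counts. Leaving out 1 library gave from 17 (without control lung 2) to 263 genes (without metastatic lung 3) in T-like cells, from 50 (without control lung 2) to 183 (without control lung 1) in fibroblast-like cells and from 1289 (without metastatic lung 1) to 2873 (without metastatic lung 3) in other macrophage-like cells. It gave from 5 (without control lung 2 or 3) to 225 (without metastatic lung 3) in neutrophil-like cells, where Ifitm1, Lrg1, Tspo and Wfdc17 were in both sets of 5, with Npl without control lung 2 and Prok2 without control lung 3. It gave from 3 (Alox5ap, Tnc and Wfdc17, without control lung 2) to 28 (without control lung 1) in AT1-like cells and from 0 (without control lung 2, 708 at an unadjusted p below 0.05) to 47 (without metastatic lung 1) in endothelial-like cells.

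In the classes with 5 or fewer genes, leaving out 1 library also led to counts of 0 by edgeR, given here with the number at an unadjusted p below 0.05. Without control lung 2 edgeR called 0 genes in alveolar macrophage-like (467), B-like (436), classical monocyte-like (587), mural-like (478), NK-like (1246) and platelet-like cells (118). Without control lung 3 it called 0 in alveolar macrophage-like (808), classical monocyte-like (597), mural-like (537), NK-like (1156) and platelet-like cells (88). It also called 0 in alveolar macrophage-like cells without metastatic lung 3 (1247) and in classical monocyte-like cells without control lung 1 (789). DESeq2 was not run on these subsets. The highest counts were 1281 in NK-like and 43 in classical monocyte-like cells without metastatic lung 3, 118 in mural-like, 7 in platelet-like and 6 in B-like cells without metastatic lung 1, 10 in alveolar macrophage-like cells without metastatic lung 2 and 23 in ciliated-like cells without control lung 1.

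**Figure D3:**
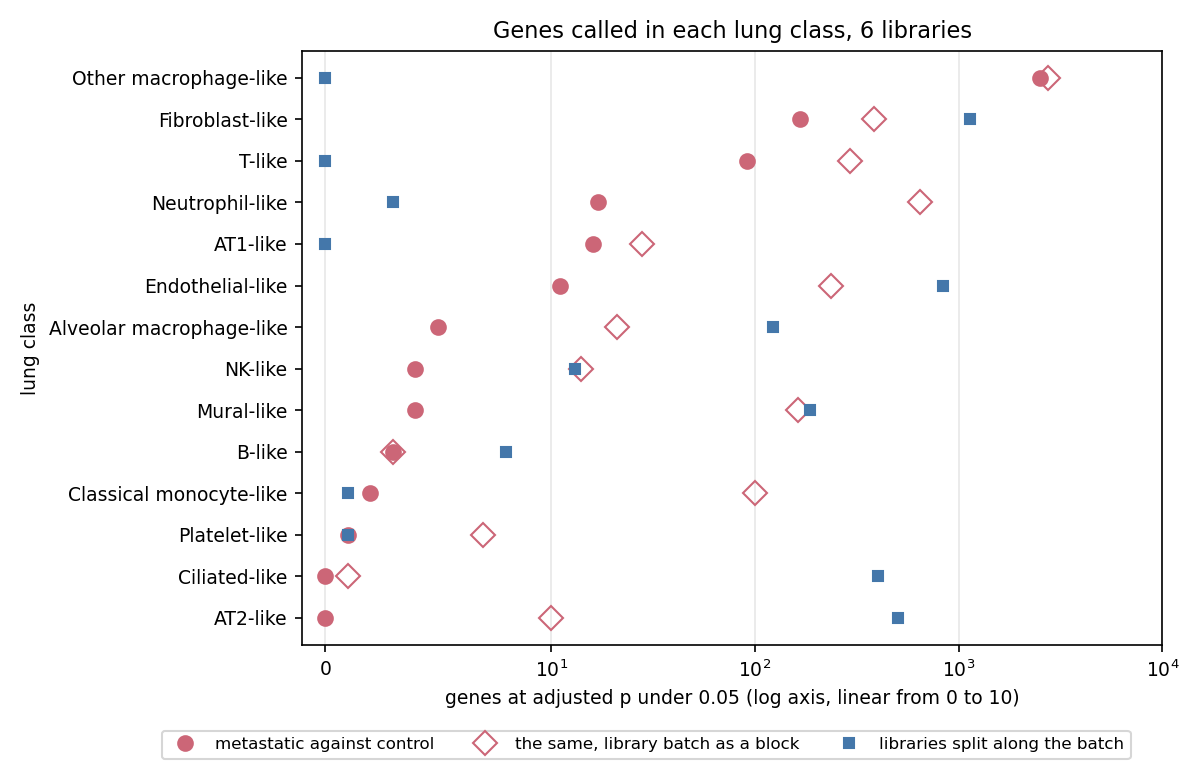
Number of genes called by edgeR in each lung class, on an axis that is linear from 0 to 10 and logarithmic above, for metastatic against control lungs (circles), the same with the library batch as a block (diamonds) and libraries divided along the batch (squares). Other macrophage-like cells have the highest count, 2501, and AT2-like and ciliated-like cells have 0 between groups but 504 and 401 along the batch.

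LM1-matching cells of metastatic lungs were next compared with those of primary tumours. edgeR called 4478 of 17489 genes, 2392 higher and 2086 lower in lung. The alternative that moved the count most, apart from leaving out libraries, was the free-RNA rule, with 2544 genes. Leaving out 1 library gave from 2017 genes, without primary tumour 1, to 6090, without metastatic lung 3, with 2713 without primary tumour 3 and 2762 without metastatic lung 1. A total of 405 rising and 844 falling genes passed the naming rule. Means below are CPM ± SD over 3 primary tumours and 3 metastatic lungs, and positions are in mm10.

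The rising genes with the smallest p were Clcf1 (chromosome 19, 4214238 to 4223490), from 14.1 ± 1.62 to 54.4 ± 8.16 CPM, Glis1 (chromosome 4, 107434591 to 107635061), from 1.73 ± 0.592 to 20.2 ± 4.09 CPM, and Col5a3 (chromosome 9, 20770050 to 20815067), from 13.1 ± 1.52 to 35.7 ± 0.506 CPM. Tinagl1 (chromosome 4, 130164454 to 130175122) rose from 52.6 ± 3.70 to 209 ± 42.1 CPM and Klhl21 (chromosome 4, 152008803 to 152017680) from 8.27 ± 0.927 to 21.1 ± 1.10 CPM. The log2 fold changes were 1.76 for Clcf1, 3.38 for Glis1, 1.27 for Col5a3, 1.82 for Tinagl1 and 1.17 for Klhl21, with edgeR adjusted p-values from 0.0003442 to 0.0009438. Falling genes were Gprin3 (chromosome 6, 59347226 to 59426294), from 45.1 ± 2.89 to 11.7 ± 0.422 CPM, and Tex101 (chromosome 7, 24668007 to 24676675), from 18.7 ± 3.83 to 0.0555 ± 0.0636 CPM. C4b (chromosome 17, 34728380 to 34743882) fell from 17.1 ± 3.09 to 2.26 ± 0.319 CPM, C130026I21Rik (chromosome 1, 84992690 to 85270566) from 40.7 ± 4.68 to 11.8 ± 0.609 CPM and Apoc1 (chromosome 7, 19689481 to 19692660) from 66.9 ± 7.13 to 9.57 ± 2.34 CPM. Their log2 fold changes were -2.12 for Gprin3, -8.47 for Tex101, -3.09 for C4b, -1.96 for C130026I21Rik and -2.98 for Apoc1, with edgeR adjusted p-values from 0.0001019 to 0.0003174. The value for Tex101 depends on the prior count, since few UMIs were found in lung. Tex101 also led a tumour cluster of 2175 cells among the 9 that were joined, whereas the lung cells were a single cluster. A different mix of cell states was not separated from a change in expression in this comparison. C4b and C130026I21Rik have close paralogs that can share reads, so their values are uncertain.

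Cpt1a and Kat2a, which the study reads as the response of metastases to palmitate, were tested in the same cells. The study stained the 2 proteins in 4T1 lung metastases of mice with and without a FASN inhibitor. Here RNA of LM1-matching cells was compared between lung and primary tumour, so the study's contrast was not tested. Cpt1a (ENSMUSG00000024900, chromosome 19, 3322334 to 3385733) was at 25.2 ± 4.05 CPM in primary tumours and 34.9 ± 3.30 CPM in metastatic lungs (SD, n = 3; log2 fold change 0.29, SE 0.13, edgeR adjusted p 0.146 over all genes and 0.123 over these 2 genes). All metastatic libraries lay above all tumours for this gene. Kat2a (ENSMUSG00000020918, chromosome 11, 100704746 to 100712465) was at 21.0 ± 1.05 and 22.9 ± 2.11 CPM (log2 fold change -0.05, SE 0.11, edgeR adjusted p 0.770 over all genes and 0.662 over these 2 genes). The sign for Kat2a in the fit differed from that of the mean CPM, and it turned positive under the free-RNA rule, at 0.03, without primary tumour 1, at 0.0003842, and without metastatic lung 3, at 0.01.

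Among the other fixed genes, Srebf1 (log2 fold change -0.62, SE 0.19, edgeR adjusted p 0.0428) and Mthfd1l (-0.36, SE 0.10, edgeR adjusted p 0.0352) were called lower in the LM1-matching cells of lung. Neither call held without marked doublets (adjusted p 0.0607 for Srebf1 and 0.0645 for Mthfd1l) or under the free-RNA rule (0.0817 and 0.0816). Without metastatic lung 1 the adjusted p was 0.0631 for Srebf1 and 0.1075 for Mthfd1l. Over all alternatives it ran from 0.001826 to 0.1627 for Srebf1 and from 0.006547 to 0.133 for Mthfd1l. Dgat1 (log2 fold change 0.80, edgeR adjusted p 0.0576) was not called without a block, but it was with the replicate number as a block (0.0021) and by DESeq2 (0.0185), with a range from 0.000802 to 0.1742 over the alternatives. Top2a (log2 fold change 0.52, edgeR adjusted p 0.1525) likewise passed with that block (0.0484), with a range from 0.0278 to 0.3719. Lpin1 (log2 fold change -0.59, edgeR adjusted p 0.1304) was called only without primary tumour 2 (0.0205). Fasn, Gpam, Agpat1, Agpat2, Il6 and Mki67 were called neither by edgeR nor in any alternative.

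Il6 and Mthfd1l were listed by class because the study examined interleukin 6 and formate, the product of the enzyme that Mthfd1l encodes. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) was highest in fibroblast-like cells, with 247 ± 108 CPM in control and 246 ± 82.4 CPM in metastatic lungs (SD, n = 3). In control lungs AT2-like cells followed with 108 ± 9.84 CPM and mural-like cells with 43.7 ± 18.5 CPM, and in metastatic lungs mural-like cells with 86.2 ± 43.5 CPM and AT2-like cells with 65.1 ± 14.4 CPM. LM1-matching cells of the lung were at 1.28 ± 0.294 CPM. In primary tumours Il6 was at 364 ± 74.0 CPM in endothelial-like, 122 ± 45.8 CPM in fibroblast-like and 1.98 ± 0.966 CPM in LM1-matching cells, and the LM1 library held 2 UMIs. Mthfd1l (ENSMUSG00000040675, chromosome 10, 3973118 to 4167081) was highest in B-like cells of the lung, with 115 ± 20.9 CPM in control and 125 ± 29.9 CPM in metastatic lungs. NK-like cells followed with 100.0 ± 10.0 and 80.4 ± 12.04 CPM, and LM1-matching cells of the lung had 57.7 ± 4.86 CPM. In primary tumours LM1-matching cells had the highest mean of Mthfd1l, 65.6 ± 7.62 CPM, and the LM1 library had 112 CPM (exact Poisson interval 111 to 113).

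The LM1 culture was set beside the LM1-matching cells of the primary tumours as values only, since it is 1 library. Across genes, log2 CPM correlated at 0.966, although genes are not independent replicates. Among genes with at least 50 CPM on one side, 3348 differed in the same direction from all 3 tumours, 1900 higher and 1448 lower in culture, of which 357 and 398 differed at least 2-fold. Log2 ratios were computed on CPM plus 1, which understates those of genes near 0. The highest were 5.66 for Aldh1l2 (114 CPM in culture, 1.27 ± 0.209 in tumours), 5.31 for Cth (195 and 3.94 ± 0.605), 5.06 for Fabp4 (507 and 14.2 ± 22.7), 4.83 for Hecw2 (121 and 3.30 ± 0.962) and 4.41 for Trib3 (100.3 and 3.76 ± 0.704). The tumour value of Fabp4 ran from 0.427 to 40.4 CPM, and endothelial-like cells of the tumours had 2602 CPM. The lowest log2 ratios were -9.52 for Ccl7 (0.221 CPM in culture, 894 ± 49.6 in tumours), -8.54 for Gm16685 (0.063 and 394 ± 85.6), -7.19 for Pmepa1 (146 ± 41.8 in tumours), -6.62 for C3 (0.487 and 145 ± 7.75) and -6.51 for Icam1 (0.258 and 113 ± 3.80). Pmepa1 had 2 UMIs in the LM1 library, with an exact Poisson interval of 0.001 to 0.027 CPM. Other tumour cells also expressed these genes, with 767 CPM of Ccl7, 224 of Gm16685, 1555 of Pmepa1 and 306 of C3 in fibroblast-like cells and 480.2 of Icam1 in endothelial-like cells. Gm16685 is an antisense gene and its counts can include reads of an overlapping gene.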

Values the study reported

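The study prepared each single-cell library from 10,000 cells and assumed a doublet rate of 7.5%. It reported that deleting Fasn in AT2 cells alone reduced metastasis growth by 64%, and that inhibiting GPAM or FASN with drugs reduced it by 71% and 75%.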

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

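The library batch as a block, and a few further settings for results first planned with fewer alternatives, were chosen after the data had been seen. These comprise the replicate block for the SREBP-1 target list across classes, RLE and the free-RNA rule for the other lung classes, leaving out libraries for the class comparison, and part of the settings for single genes. Of 441 alternative values for 39 results, 347 kept their direction and side of the threshold, or stayed within 1.5 times a count, and 94 did not. The cause of a change was not tested, except where named.

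The share of AT2-like cells kept its lower direction in 15 of 17 alternatives. It reversed with other denominators, to a difference of 9.62 percentage points among epithelial cells and 0.832 among non-immune cells. Among epithelial cells, the mean shares of AT1-like (4.74% to 1.81%), ciliated-like (2.26% to 0.983%) and club-like cells (0.857% to 0.296%) fell by a larger factor than that of AT2-like cells (3.17% to 1.77%). Leaving out neutrophil-like cells from the denominator turned the NK-like difference to 0.00898. With the library batch as a block, patrolling monocyte-like cells differed by -0.221 and T-like cells by -2.18. Leaving out 1 library gave ranges of -3.36 to 0.39 for alveolar macrophage-like, -1.02 to 0.293 for NK-like, -0.16 to 0.98 for patrolling monocyte-like and -0.504 to 8.25 for T-like cells, where control lung 1 or metastatic lung 1 set the extremes that changed sign. The share of LM1-matching cells was higher in all 11 alternatives.

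AT2-like cells exceeded the highest other class in every alternative, but fewer libraries allow no p under 0.05 in the exact sign-flip test. In the 3 control libraries alone the log2 differences were 1.49 for Srebf1, 3.68 for Fasn and 1.50 for Gpam, and in the 3 metastatic libraries alone 1.16, 3.66 and 1.04. Leaving out 1 library gave 1.27 to 1.42 for Srebf1, 3.52 to 3.78 for Fasn and 1.18 to 1.37 for Gpam. The difference in cycling AT2-like cells ran from -0.0726 without metastatic lung 1 to 1.09 without metastatic lung 2, so 1 library decides its sign.

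For AT2-like cells edgeR called 0 genes between groups (895 at an unadjusted p below 0.05). DESeq2 called 65, edgeR without a filter on low counts 203, with the library batch as a block 10, without marked doublets 1 (Zeb1), and in cells defined by 4 of 5 genes 4 (3300005D01Rik, Gm45589, Pclaf and Twist1). Leaving out 1 library gave 0 to 50 genes, with 7 without metastatic lung 1 and 50 without metastatic lung 3. Genes were named here after their values had been seen. Of the 7 genes without metastatic lung 1, Alas2, Hba-a1, Hba-a2, Hbb-bs and Hbb-bt are erythroid markers. Of the 4 genes in cells defined by 4 of 5 genes, Gm45589 and Twist1 also lead the LM1-matching lung cluster.

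In LM1-matching cells the free-RNA rule, which tests fewer genes, gave 2544 calls, and leaving out 1 library gave 2017 to 6090. The log2 fold change of Kat2a was 0.0313 under the free-RNA rule and ran from -0.13 to 0.012 without single libraries. Summed over the 13 other lung classes, 2821 calls became 7480 without a filter on low counts, 4645 with the library batch as a block, and 1614 (without control lung 3) to 4904 (without metastatic lung 3) without single libraries.

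Of the 5 lists that camera called, 0 held under fry and 0 with an estimated correlation, and 2 (without metastatic lung 1) to 5 were called without single libraries. The direction of lists that were not called reversed in some alternatives. In camera the study qPCR list turned lower with the library batch as a block (adjusted p 0.611), without marked doublets (0.9553), without control lung 3 (0.7424) and without metastatic lung 2 (0.4923). Its median stayed above 0 without marked doublets (0.065) and without control lung 3 (0.0075), and its adjusted p ran from 0.4923 to 0.9244 without single libraries. The mTORC1-linked list turned higher with the batch as a block (0.8158), in cells defined by 4 of 5 genes (0.0169), and without control lung 2 (0.8253), control lung 3 (0.8069) or metastatic lung 1 (0.9244). Its median stayed below 0 with the batch as a block (-0.028) and without metastatic lung 1 (-0.025), and its adjusted p ran from 0.2222 to 0.9244 without single libraries. Over all alternatives the adjusted p ran from 0.1883 to 0.9777 for the study qPCR list and from 0.0169 to 0.9777 for the mTORC1-linked list. Of single genes in AT2-like cells, Fasn changed to -0.037 with the batch as a block, with -0.047 to 0.19 without single libraries, and Gpam to 0.0041 in cells defined by 4 of 5 genes.

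The replicate numbers of control and metastatic lungs did not pair the libraries in AT2-like cells, where same-numbered libraries correlated at 0.233, 0.009 and 0.434. With the replicate number as a block edgeR called 64 genes in AT2-like cells and 3605 over the other lung classes, camera called 5 lists, and the AT2-like share differed by -1.40 (exact sign-flip p 0.25). The SREBP-1 target list across classes differed by -0.06 (exact sign-flip p 0.5), and log2 fold changes in AT2-like cells were -0.31 for Srebf1, 0.05 for Fasn and -0.22 for Gpam. In LM1-matching cells, where the numbers may pair the libraries, the block gave 5793 genes, 0.30 for Cpt1a and -0.05 for Kat2a. Apart from the calls given with the results, the block changed no other call among these lists and fixed genes.

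Small cell counts limit the cycling shares, which rest on 7 and 6 cells after the chosen thinning to 1000 UMIs (5.76% and 11.3% of AT2-like cells before it). They also limit the LM1-matching share in control lungs 1 and 3, where 0 cells allow up to 0.0351% and 0.0336%.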

Other observations

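The tests of free RNA for the interferon list and the fibroblast-like genes, of the library batch in T-like cells and of other splits for the gene lists were written before their results were seen, and every other test in this part was chosen after.

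The interferon response list was higher in AT2-like cells of metastatic lungs. Library batch as the whole cause is argued against, since camera with the batch as a block gave an adjusted p of 4.778e-09 (3.494e-17 to 0.4163 over all alternatives). Doublets are argued against too, since the median log2 fold change without marked cells was 1.651. Free RNA from other cells stays open. The summed CPM of the list rose by 321 in AT2-like cells and by 204.3 in ciliated-like cells of like depth, a ratio of 1.571, below the ratio of 2 that had been set as evidence against free RNA. The list was also higher, by its median, in 12 of the 13 other classes, so a response of many cell types may contribute as well. The difference between classes was not tested. The call itself does not hold under fry or an estimated correlation.

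The 166 genes called higher in fibroblast-like cells could reflect free RNA from other cells, and the values point both ways. Of these genes 74.7% were also higher in ciliated-like cells, near the 68.6% of all tested genes, which was the outcome set as evidence against free RNA. However, 83.7% of them lay under 10% of the level in another class, against 15.9% of tested genes, and 96 had their highest level in neutrophil-like cells, which rose in metastatic lungs. Neutrophil RNA is therefore a candidate source, and it was not separated from a change in fibroblasts.

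The lung libraries divided by the running number of their titles more than by group in several classes. With that division edgeR called 504 genes in AT2-like, 1137 in fibroblast-like and 837 in endothelial-like cells. A library batch is a candidate explanation. The difference between the batches in T-like cells of the lung correlated across genes at 0.37 with that in T-like cells of the primary tumours, when primary tumour 3 was set against the other 2. Setting each of the 3 tumours apart in turn gives differences that sum to 0, so 1 of 3 choices would be highest by chance and the others add no separate support. Genes are not independent replicates here either. A swap between a control and a metastatic library is argued against, since each metastatic library held at least 384 LM1-matching cells and control libraries held at most 3. The median UMIs per cell of the batches overlap, with a gap of -973.5, which argues against depth over all cells. These medians mix classes whose shares differ between libraries, so they cannot exclude depth within a class. Mean UMIs per cell of fibroblast-like and endothelial-like cells were higher in each library of the first batch than in each of the second. In AT2-like cells the batches overlapped. Depth therefore stays open for the fibroblast-like and endothelial-like counts. Mouse cohort or day of dissection would divide the libraries the same way and were not tested.

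The lower share of AT2-like cells in metastatic lungs may reflect dilution by immune and LM1-matching cells. As a share of non-immune cells AT2-like cells were higher by 0.832 percentage points in metastatic lungs. Leaving out neutrophil-like cells alone did not reverse the direction (3.22% in control and 2.43% in metastatic lungs). Dissociation can also change the yield of cell types, which was not tested, and absolute cell numbers were not measured here.

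From splits of the libraries alone, chance cannot be excluded for the counts of called genes, because 6 libraries give 10 splits and a share under 0.1 is out of reach. As many genes as between the groups were found in 1 of 10 splits, the real one, for LM1-matching, other macrophage-like, T-like, neutrophil-like, AT1-like and classical monocyte-like cells. In fibroblast-like, endothelial-like, mural-like, alveolar macrophage-like, NK-like, B-like and platelet-like cells it was 2 of 10, and the other split was the one along the library batch. Their counts with the batch as a block are 385, 236, 162, 21, 14, 3 and 7. In AT2-like and ciliated-like cells, where edgeR called 0 genes between the groups (895 and 663 at an unadjusted p below 0.05, and 65 and 4 called by DESeq2), all 10 splits reach that count by construction, which says nothing about chance. For LM1-matching cells 4 of the 10 splits part every pair of same-numbered libraries, and the 3 of these that are not the real one gave 0 genes. For gene lists in AT2-like cells 3 of 10 splits gave at least 5 called lists, and the split along the batch gave 4, so chance cannot be excluded there either.

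The study inferred higher SREBP-1 activity in AT2 cells of metastatic lungs from a regulon analysis across cells. It also reported more cleaved SREBP-1 protein and higher Fasn and Gpam in cultured AT2 cells given medium from metastases. In patients it found more FASN-positive and GPAM-positive AT2 cells near metastases. Neither protein nor distance to metastases was measured here. Regulon activity was not computed here, and expression of a target list over libraries is a different measure, so the results are not directly comparable.

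A neutrophil-like cluster led by Ngp and Camp held 2130 cells, of which 1896 came from metastatic lung 3, 58 from metastatic lung 1 and 173 from metastatic lung 2.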
